# Patterns of alternative splicing vary between species during heat stress

**DOI:** 10.1093/aobpla/ply013

**Published:** 2018-02-21

**Authors:** Sumetha Kannan, Gillian Halter, Tanya Renner, Elizabeth R Waters

**Keywords:** Alternative splicing, *Arabidopsis thaliana*, *Boechera depauperata*, differential gene expression, heat stress, RNA-seq

## Abstract

Plants have evolved a variety of mechanisms to respond and adapt to abiotic stress. High temperature stress induces the heat shock response. During the heat shock response a large number of genes are up-regulated, many of which code for chaperone proteins that prevent irreversible protein aggregation and cell death. However, it is clear that heat shock is not the only mechanism involved in the plant heat stress response. Alternative splicing (AS) is also important during heat stress since this post-transcriptional regulatory mechanism can produce significant transcriptome and proteome variation. In this study, we examine AS during heat stress in the model species *Arabidopsis thaliana* and in the highly thermotolerant native California mustard *Boechera depauperata*. Analyses of AS during heat stress revealed that while a significant number of genes undergo AS and are differentially expressed (DE) during heat stress, some undergo both AS and DE. Analysis of the functional categories of genes undergoing AS indicated that enrichment patterns are different in the two species. Categories enriched in *B. depauperata* included light response genes and numerous abiotic stress response genes. Categories enriched in *A. thaliana*, but not in *B. depauperata*, included RNA processing and nucleotide binding. We conclude that AS and DE are largely independent responses to heat stress. Furthermore, this study reveals significant differences in the AS response to heat stress in the two related mustard species. This indicates AS responses to heat stress are species-specific. Future studies will explore the role of AS of specific genes in organismal thermotolerance.

## Introduction

Large temperature change can lead to an array of physiological and biochemical responses in plants that significantly affect plant growth and development. Under extreme conditions they may lead to reductions in plant growth, which in turn can drastically depress crop yields (Wahid *et al.* 2007). However, some responses help to minimize the damage. A well-known example is the heat shock response. This is a highly conserved reaction to elevated temperatures during which heat shock transcription factors (HSFs) are induced and heat shock proteins are produced (Nover *et al.* 1996; Swindell *et al.* 2007; Scharf *et al.* 2012; Qu *et al.* 2013). There have been several recent studies on the complexity of the heat stress response (Larkindale *et al.* 2005; Larkindale and Vierling 2008; Mittler *et al.* 2012) and there is much still to be learned about the mechanisms beyond the up-regulation of the much-studied heat shock proteins.

Alternative splicing (AS) is a common phenomenon in eukaryotes (Syed *et al.* 2012; Kornblihtt *et al.* 2013). It results in two or more processed mRNAs being generated from the same precursor mRNA. This process results in a diversity of mRNAs from the same gene thereby generating variant proteins. Common AS events are exon skipping (ES), intron retention (IR) and alternative 5' or 3' splicing events. While AS has been known for some time, the advent of deep sequencing RNA-seq technology has enabled more robust analyses of AS in a wide variety of plants, including the moss, *Physcomitrella patens* (Chang *et al.* 2014); and in flowering plants such as *Citrullus lanatus* (watermelon) (Saminathan *et al.* 2015) and *Triticum aestivum* (wheat) (Terashima and Takumi 2009). Recent studies have examined the frequency of AS in a variety of plant species and under different stress or growth conditions (Lopez 1998; Zhou *et al.* 2011; Ding *et al.* 2014; Kwon *et al.* 2014; Shikata *et al.* 2014). Alternative splicing has been found to be altered by red and far-red light (Shikata *et al.* 2014), changes in the circadian clock (Kwon *et al.* 2014) and to salt stress (Ding *et al.* 2014). In the moss *P. patens*, even mild heat stress can induce AS in certain functional gene classes (Chang *et al.* 2014). While it is clear from the work cited here that AS is common in plants, much is still to be learned about the process and its role in plant stress responses.

We have examined the basal and acquired heat stress response in the model plant *Arabidopsis thaliana* and in the wild plant *Boechera depauperata*. *Boechera* (Brassicaceae) is a large genus native to North America. Its species live in a variety of habitats from high elevation mountains—to coastal regions and deserts (Alexander *et al.* 2013). The combination of being closely related to *A. thaliana* and having undergone natural selection under varying climatic conditions provides a useful system with which to examine stress tolerance (Gallas and Waters 2015; Halter *et al.* 2017). To study AS and its role in heat stress, we compared AS in heat-stressed *A. thaliana* and *B. depauperata*. Previous studies have reported that *B. depauperata* can maintain photosynthesis and organismal thermotolerance under stress conditions that are two extreme for *A. thaliana* to tolerate, and that this tolerance is not the result of higher levels of heat shock protein expression (Gallas and Waters 2015; Halter *et al.* 2017). To further understand thermotolerance in *B. depauperata*, we examined AS patterns during heat stress. We found patterns of AS during heat stress in *A*. *thaliana* that were distinct from those of *B. depauperata*. Both species underwent AS but the most common splicing events varied between the two species, and between basal and acquired heat treatment. In addition, the functional classes of genes undergoing AS events differed between the two species. Finally, we found that in both species, the genes undergoing AS and that are differentially expressed were largely non-overlapping.

## Methods

Plants were grown, and basal and acquired heat stress experiments were conducted as described in (Larkindale and Vierling 2008; Gallas and Waters 2015; Halter *et al.* 2017). Basal and acquired heat stress experiments were conducted. In basal heat stress (B/HS) plants are moved directly from control (22 °C) conditions to a 3-h heat stress at 38 °C. In acquired heat stress (A/HS) plants are exposed to a 1-h 38 °C heat treatment, followed by a 1-h recovery at 22 °C, and then a 3-h heat stress at 43 °C.

Total RNA was isolated using AMBION RNAeasy isolation kits. The quality of RNA was examined using a BioAnalyzer. The RNA-seq libraries were sequenced using Illumina TruSeq according to standard protocol. Two biological replicates were independently prepared throughout the processes, from the induction of seed germination to the preparation of RNA-seq libraries. For the RNA-seq libraries a total of 4-GB paired-end reads were determined using a HighSeq Illumina instrument. The reads with either low-quality scores or adapters were partially trimmed by fastx toolkit. The raw sequencing reads can be found at the NCBI GEO database with the following accession number GSE107820.

The trimmed sequences were mapped to the annotated genes in the *A. thaliana* genome (TAIR10) using TopHat (Trapnell *et al.* 2009) or the *B. depauperata* transcriptome or *B. stricta* genome (described below). Each RNA-seq sample had high sequence coverage against 32398 annotated genes in the TAIR10 release produced by The *Arabidopsis* Information Resource (TAIR, www.arabidopsis.org). In this analysis, 82917 splice junctions (SJs) were identified in control *A. thaliana* tissue. This is consistent with published (Kwon *et al.* 2014) and publically available information (TAIR, www.arabidopsis.org). This indicates that our methodology for identifying SJs is robust.

Genome sequencing for *B. depauperata* is currently unavailable. A heat stress and control transcriptome for *B. depauperata* was therefore constructed from independent heat stress and control RNA-seq libraries and assembled using Trinity (Haas *et al.* 2013) and was annotated using annocript (Musacchia *et al.* 2015). Since *B. depauperata* is a polyploid, we disentangled the homologs using homeosplitter (Ranwez *et al.* 2013). When we used the *B. depauperata* transcriptome as reference, ~100185 junctions were identified. *Boechera stricta* is a close relative of *B. depauperata* for which a complete genome (*JGI, Phytozyome, DOE*) is available. When this was used as a reference genome, 98153 junctions were identified. We compared the junctions obtained by both methods and found that ~95 % of the junctions were identical. Hence, for the further analysis we used the *B. stricta* genome to identify different splicing events. The SJs were identified using TopHat (Trapnell *et al.* 2009). DiffSplice (Hu *et al.* 2013) was used to identify AS events. DESeq2 (Love *et al.* 2014) was used to identify the DE of genes. Finally, Integrated Genome Viewer (IGV) was used to visualize the AS events (Robinson *et al.* 2011). The *P*-values for DE were calculated using a binomial test for differences between the base means of two conditions. These *P*-values were then adjusted for multiple test correction using Benjamini–Hochberg algorithm to control the false discovery rate (FDR). We considered genes differentially expressed between two groups of samples when the DESeq2 analysis resulted in an adjusted *P*-value of <0.05 and the fold change in gene expression was at least 4-fold. Functional clustering for *A. thaliana* was obtained from DAVID (Huang da *et al.* 2009). If a functional cluster had a modified Fisher’s exact test, *P* < 0.05, then those clusters were considered statistically significant and used for further analysis. To obtain the functional clustering for *B. depauperata* and make the data comparable to *A. thaliana*, the *B. depauperata* gene ids were converted to equivalent *A. thaliana* gene ids by using Mercator. Mercator would output a file mapping with *A. thaliana* gene ids that were then inputted in DAVID to obtain functional clustering. The full list of gene ontology (GO) category enrichment for both DE and AS is provided in **Supporting Information—Tables S1** and **S2**.

RT–PCR was used to validate AS events. Briefly, heat stress experiments were replicated and plant leaf tissue was frozen in liquid nitrogen. Total RNA was extracted from frozen homogenized leaf tissue for control and heat-stressed plants (B/HS and A/HS) from both species using the RNeasy Plant Mini Kit. cDNA was generated using the Invitrogen SuperScript IV Reverse Transcriptase synthesis kit. Approximately 100 ng of RNA was used in each SuperScript reaction using the standard protocol. Invitrogen Platinum PCR SuperMix was used for the RT–PCR reactions using standard protocols. 

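In *A. thaliana* (assembly TAIR10.1), *FBS1* (At1G61340) lies on the plus strand of chromosome 1 from 22628264 to 22630020. Its primers match exons 1 and 4 and enclose the region from 22628310 to 22629829, which is 743 bp long without its 3 introns. The first intron runs from 22628397 to 22628515 and the third from 22629435 to 22629525. Both match the intron retention events listed for this gene after A/HS in Supporting Information Table S2. *HSP60-2* (At2G33210) lies on the minus strand of chromosome 2 from 14074767 to 14078772 and has 17 exons. Its reverse primer matches exon 17. The forward primer has no exact match in the genome and matches the transcript across the junction of exons 2 and 3, so the spliced product is 1585 bp. *HSP21* (At4G27670) lies on the minus strand of chromosome 4 from 13818825 to 13819971. The product from its 2 exons is 827 bp in the genome and 663 bp without the single intron, which runs from 13819482 to 13819645 (164 bp). The *HSP21* primers given for *B. depauperata* are the same as those given for *A. thaliana*.

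The *B. depauperata* primers for the other genes also match *A. thaliana* exactly. Those for *HSFA4A* (AT4G18880) match exons 1 and 2 on chromosome 4 between 10348268 and 10349012, a region of 745 bp in the genome and 668 bp when spliced. Those for *SR45* (AT1G16610) match exons 1 and 10 on chromosome 1 between 5676430 and 5678530, a region of 2101 bp in the genome and 1001 bp when spliced. Product sizes in *B. depauperata* were not analysed here.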

The primers used in this analysis are as follows: *A. thaliana* FBS1 (F-box protein S1, At1G61340) Forward primer: CAGCTTTTGTTCATTTCCCAC, Reverse: GACCTATCCAAACCAAAACCC; *A. thaliana* Hsp60.2 (At2G33210) Forward primer: CCAGATTGGAAGCAGGCTCA, Reverseprimer:CACAACTGCTTCCGTCGTTG;*A.thaliana* Hsp21 (At4G27670) Forward: ACTCTCATTTGCTGCATCGGC, Reverse:TGGACATCGATGACTTTGCG;*B.depauperata* HSF4AForward:CCACCTTTCCTCACCAAAAC,Reverse: CCTTCCTCTCTCACAACAAC; *B. depauperata* SR45 (arginine/serine-rich protein) Forward: AGCGTCAGTTCTGGGAGTC, Reverse:CTTCTGGGACTTGGTGAACT;*B.depauperata* Hsp21 Forward: ACTCTCATTTGCTGCATCGGC, Reverse: TGGACATCGATGACTTTGCG.

## Results

### Heat stress induces species-specific patterns of AS

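RNA-seq libraries of *A. thaliana* and *B. depauperata*, a thermotolerant mustard native to California, were made from control plants at 22 °C, from plants given B/HS (38 °C for 3 h) and from plants given A/HS (38 °C for 1 h, recovery at 22 °C for 1 h and then 43 °C for 3 h). There were 2 libraries per condition and species, 12 in all. The sample labels give the tissue as root, and the paper's text names no tissue for these libraries. The authors trimmed the reads with fastx toolkit, aligned them with TopHat and deposited the number of reads counted on each gene of each library, without normalization. The paper's text does not name the counting program or how it treated strand and reads with several matches. The *A. thaliana* counts cover 33977 genes with TAIR and Ensembl identifiers, and the *B. depauperata* counts cover 27416 genes of its relative *B. stricta*.

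The *A. thaliana* control libraries W1 and W2 held 12900004 and 12773029 counts. The B/HS libraries W3 and W4 held 11843553 and 14187398 counts, and the A/HS libraries W5 and W6 held 15297546 and 11819511. Chloroplast and mitochondrial genes took between 58.1 % (W6) and 74.9 % (W1) of these counts, which left between 3235697 and 5344301 counts per library on nuclear genes. The *B. depauperata* control libraries EW9 and EW10 held 6388449 and 7666352 counts, the B/HS libraries EW11 and EW12 held 5446796 and 5663048, and the A/HS libraries EW13 and EW14 held 5019575 and 3869082. A count of 0 allows an expression of up to 0.280 CPM (counts scaled to a common library size with TMM factors) in the *A. thaliana* libraries and up to 1.09 CPM in the *B. depauperata* libraries, from 3 counts in W1 and in EW14. The *A. thaliana* totals include the organelle counts, so these limits do not compare sensitivity between the species. The 2 libraries of a condition differed by more than the sampling noise in every condition of both species, with a chi-square per degree of freedom between 9.18 (*A. thaliana* B/HS) and 38.4 (*B. depauperata* A/HS).

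Each species was fitted on its own with edgeR's quasi-likelihood test and TMM normalization. The fits covered the 17669 *A. thaliana* and 17839 *B. depauperata* genes that passed edgeR's filter on low counts (filterByExpr). Genes were called DE at a Benjamini–Hochberg adjusted *P*-value under 0.05 and a change of at least 4-fold, which are the thresholds of the Methods. The Methods name DESeq2, which was run as an alternative. A standard error was taken as the absolute log2 fold change divided by the square root of the test's F value. A comparison of 2 libraries with 2 cannot reach a two-sided *P*-value under 0.333 in an exact permutation test, so every call rests on the spread that edgeR estimates across all genes.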

To examine the patterns of AS in *A. thaliana* and *B. depauperata* in response to basal and acquired heat stress, we generated and sequenced control and heat-stressed RNA-seq libraries. The sequence data were then analysed for AS and DE patterns. Using TopHat (Trapnell *et al.* 2009), 82909 SJs were identified in *A. thaliana* control tissue (Table 1). The number of control SJs found here is comparable to the number of SJs previously identified in *A*. *thaliana* (TAIR). Our data indicate that the total number of SJs is affected by heat stress in both species (Table 1). However, in *A. thaliana*, the number of SJs increases after exposure to HS, while in *B. depauperata*, the number of SJs decreased after heat stress. Following a basal heat stress (B/HS) at 38 °C, the number of SJs increased to 86523 in *A. thaliana*. The number of SJs increased again to 95281 after an acquired heat stress (A/HS) at 43 °C (Table 1). In contrast to *A. thaliana*, the number of *B. depauperata* SJs decreased under heat stress. *Boechera depauperata* SJs decreased from 98153 to 82884 following B/HS, and continued to decrease to 79740 after A/HS (Table 1).

**Table 1.** Number of SJs.

	*A. thaliana*	*B. depauperata*
Control	82909	98153
Basal HS	86523	82884
Acquired HS	95281	79740

To gain a detailed understanding of the role of AS during HS, we examined specific types of AS events using DiffSplice (Hu *et al.* 2013). This is a tool for discovering and quantifying AS variants present in an RNA-seq data set, without relying on annotated transcriptome or predetermined splice pattern. These AS events include ES, IR and alternative 3' or 5' splicing (A3'SS/A5'SS). Examination of AS events in each species following heat stress revealed further differences between *A. thaliana* and *B. depauperata* (Table 2). We found 5762 genes in the *A. thaliana* control tissue that had AS events. As was seen in the total number of SJs (Table 1), the number of the *A. thaliana* AS events increased after HS (Table 2). In *A. thaliana*, the total number of AS events (ES, IR and A3'SS/A5'SS) increased after B/HS (6535), and following A/HS (7396) (Table 2). The most common splicing event in *A. thaliana* under all conditions (control and heat stress) was A3'SS/A5'SS (Table 2). Notably, while A3'SS/5'SS was the most frequent splicing event in all *A. thaliana* samples, this type of AS event does not appear to be sensitive to heat stress (i.e. the number of these events was not changed by heat treatment). During control conditions, 96 % (5532 out of 5762) of AS events were A3'SS/A5'SS. However, this percentage deceased after A/HS to ~69 %. This decrease in *A. thaliana* was not due to changes in the number of A3'SS/A5'SS events but rather it was due to increases in the other AS events. The number of IR events, which were quite low (128) in control samples of *A. thaliana*, increased greatly with heat stress: 1576 events in B/HS and 2079 events in A/HS. In *A. thaliana*, ES events were low in control samples and were most frequent after exposure to B/HS.

**Table 2.** Number of AS events in *A. thaliana* and *B. depauperata*. The symbol *indicates value is statistically different from control at the *P* < 0.001 level based on a *t*-test.

	*A. thaliana*				*B. depauperata*			
	Total AS	ES	IR	A3′SS/A5′SS	Total AS	ES	IR	A3′SS/A5′SS
Control	5762	102	128	5532	7911	3464	2487	1960
Basal HS	6535*	217*	1576*	4742	7641	3539	2346	1756
Acquired HS	7396*	146*	2079*	5171	7453	3555	2275	1623

Heat stress has a significant impact on AS events in both species. However, the data reveal considerable differences in how HS affected AS in *A. thaliana* and *B. depauperata*. We found 7911 AS events in *B. depauperata* control tissue, and while the total number of AS events decreased in *B. depauperata* after exposure to heat stress, this reduction was not statistically significant (Table 2). When each type of AS event was analysed individually, we see that HS does not significantly impact the number of AS events in *B. depauperata*. Another major difference between *B. depauperata* and *A. thaliana* was that under all conditions (control, B/HS and A/HS) ES events were always the most frequent in *B. depauperata*, followed by IR, then A3'SS/A5'SS (Table 2). In *A. thaliana* ES events were the least frequent (Table 2).

### Gene ontology analysis of genes undergoing AS reveals species-specific patterns

Using the program DAVID (Huang da *et al.* 2009) we examined the enrichment of GO categories in the genes undergoing AS during BHS and AHS in both species. The AS GO category enrichment patterns varied between B/HS and A/HS and were also quite different in *A. thaliana* and *B. depauperata* (Fig. 1). In *A. thaliana* only four GO categories were found to be enriched in AS in both the B/HS and A/HS (response to osmotic stress, RNA processing, response to UV-B and nucleotide binding). However, most AS GO categories were shared between *B. depauperata* B/HS and A/HS treatments. More importantly, our analysis revealed that the functional categories that undergo AS were largely non-overlapping with those that undergo DE. In both species, the vast majority of GO categories that were found to be enriched in AS were not differentially expressed (DE). To further understand the differences between DE and AS during heat stress, we examined the individual genes that underwent AS, DE and those that underwent AS and DE. We found that for both species the individual genes that undergo AS in response to HS are distinct from those that undergo DE (Fig. 2). 

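In *A. thaliana*, 1535 genes were DE after B/HS, of which 665 were higher and 870 lower than in control plants. After A/HS, 1165 genes were DE (516 higher and 649 lower). In *B. depauperata*, 620 genes were DE after B/HS (405 higher and 215 lower) and 1197 after A/HS (712 higher and 485 lower). The adjusted *P*-value without the 4-fold threshold gave 7002 and 6333 *A. thaliana* genes after B/HS and A/HS, and 1300 and 3112 *B. depauperata* genes. These were the largest differences in number from the counts above. As a ratio, edgeR's test against a 2-fold change (glmTreat) moved the *B. depauperata* count after B/HS further, to 250. The larger number of falls in *A. thaliana* was not kept in every setting. With the adjusted *P*-value alone, 3528 genes were higher and 3474 lower after B/HS, and 3228 higher and 3105 lower after A/HS. With glmTreat, 967 were higher and 930 lower after B/HS. In *B. depauperata* more genes were higher than lower in every setting, but the balance varied. After B/HS it ran from 451 higher and 401 lower over all genes with at least 1 count to 206 and 44 with glmTreat. After A/HS the same settings gave 852 and 661, and 503 and 174. A direct comparison of A/HS with B/HS gave 314 DE genes in *A. thaliana*, 206 of them higher after A/HS. With DESeq2 this number was 165, of which 76 were higher. In *B. depauperata* the direct comparison gave 0 DE genes, while 2740 genes had an unadjusted *P*-value under 0.05. DESeq2 called 128 genes in this comparison.

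With reference to Fig. 2, the paper reports that AS genes and DE genes are distinct in both species. Its Conclusions call them mostly distinct.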

In *A*. *thaliana* after B/HS, only 1 % of genes are both AS and DE. Similarly, after A/HS, only 2 % of genes are both AS and DE. 

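The sheet of Supporting Information Table S2 for *A. thaliana* after B/HS lists 957 genes with AS events, of which 948 have counts and 912 were tested. Of these, 43 were DE after B/HS (14 higher and 29 lower). They made up 1.76 % of the genes that were on the sheet, DE or both. The share of DE genes was 4.71 % among the tested genes of the sheet and 8.69 % among all tested genes. No gene of the sheet lies on chromosomes 3 and 4, which hold 3435 and 2637 of the tested genes. The 1.76 % and the 8.69 % therefore also rest on genes of chromosomes that the sheet does not cover. The sheet gives 560 of its genes an altered transcript start or end, 134 uncataloged events, 235 intron retention and 28 exon skipping. The overlap with DE covers all of these types, while the paper's text names ES, IR and A3'SS/A5'SS as AS events. DESeq2 also gave 43 genes, and without the 4-fold threshold there were 290.

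The genes of this comparison with the largest fitted log2 fold changes were near 0 counts in one of the conditions. Their changes are given as lower bounds, which do not rank them above genes with counts in every condition. *AT5MAT* (AT3G29590, chromosome 3, 11398592 to 11400332) had 34 and 50 counts in the control libraries and 0 in both B/HS libraries, and was at least 11.2-fold lower (adjusted *P* = 3.25e-05, edgeR). *ENODL13* (AT5G25090, chromosome 5, 8647018 to 8647817), which overlaps AT5G25080, had 36 and 45 counts in the control libraries and 0 in the B/HS libraries, and was at least 11-fold lower (adjusted *P* = 4.18e-05, edgeR). AT1G30060 (chromosome 1, 10545087 to 10545906) had 0 counts in the control libraries and 11 and 9 after B/HS, at least 3.04-fold higher (adjusted *P* = 0.00118, edgeR). Its limit was 2.49-fold without W3, 3.58-fold without W4 and 4.82-fold without W1. The non-coding RNA gene AT3G02145 (chromosome 3, 2849830 to 2850138) also had 0 counts in the control libraries. It was at least 13-fold higher after B/HS (adjusted *P* = 0.00136, edgeR), but with counts of 72 and 9 this limit was set by library W3. It was 2.49-fold without W3, 20.6-fold without W1 and 23.4-fold without W4.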

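The part of the A/HS sheet of Supporting Information Table S2 used here holds 1107 genes and was not used for an overlap with DE, since 765 further lines of it were not analysed here. Among the DE genes after A/HS, the largest fitted falls were those of ENSRNA049494857 and ENSRNA049494862, which have nearly the same counts in every library, so that reads could be shared between them. Their log2 fold changes were −6.32 (standard error 0.51) and −6.27 (standard error 0.50), each with an adjusted *P* of 3.05e-06 from edgeR. ENSRNA049494857 had 790 and 446 counts in the control libraries and 9 and 8 after A/HS. Without control library W1 the log2 fold changes were −5.39 and −5.35. Across the fits that each left out 1 library, the largest falls of these genes were −6.92 and −6.87. The largest fitted rises were from 0 counts in both control libraries. The tRNA gene AT4G24565 (chromosome 4, 12686139 to 12686220) had 124 and 48 counts after A/HS and was at least 21.8-fold higher (adjusted *P* = 0.000128, edgeR). This limit was 12.9-fold without library W5 and 34.6-fold without W1. AT2G01050 (chromosome 2, 68337 to 69884) had 41 and 257 counts after A/HS and was at least 39.6-fold higher (adjusted *P* = 0.000479, edgeR), a limit set by library W6. It was 10.1-fold without W6, 62.9-fold without W1 and 69.1-fold without W5. With DESeq2 the adjusted *P* of AT2G01050 was 0.133, and across the alternatives it lay between 1.68e-46 and 0.133.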

In *B. depauperata* after B/HS 169 genes are both AS and DE but after A/HS the number of genes that undergo AS and DE increases to 377. 

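The DE part of these numbers was computed here, while the lists of AS genes in *B. depauperata* were used only to pair gene identifiers between the species, since the part used here holds 1625 genes for B/HS and 159 for A/HS. The counts give *B. depauperata* genes by their *B. stricta* identifiers, which they do not pair with gene names. The rule that chose genes by their fitted log2 fold change gave 2 genes for each comparison and direction, of which the one with the larger fitted change is reported here. The order of the lower bounds can differ from that of the fitted changes. After B/HS, Bostr.7128s0268 had 0 counts in both libraries against 37 and 69 in the control libraries, and was at least 9.80-fold lower (adjusted *P* = 0.0114, edgeR). Bostr.0556s0554 had 19 and 20 counts after B/HS against 1 and 0 in the control libraries, and was at least 9.58-fold higher (adjusted *P* = 0.0114, edgeR). After A/HS, Bostr.24513s0153 fell from 72 and 36 counts to 0 in both libraries and was at least 5.91-fold lower (adjusted *P* = 0.0236, edgeR). This limit was 3.29-fold without control library EW9 and 10.2-fold without EW14. Bostr.23794s0040 had 1 count in each control library and 10 and 99 after A/HS, at least 49.5-fold higher (adjusted *P* = 0.018, edgeR). Library EW14 set this limit, which was 5.44-fold without EW14 and 93.5-fold without EW13.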

While these percentages are slightly higher than that seen for *A. thaliana*, the patterns are largely the same. Genes either undergo AS or DE but not both.

**Figure 1.**
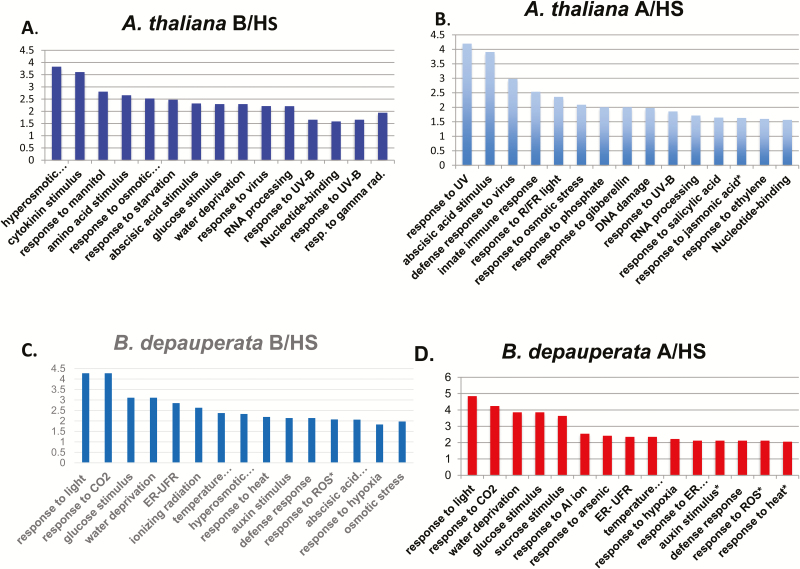
Functional enrichment of genes involved in AS events. Fold enrichment (Log10 (1/*P*-value)) of functional clustering of genes that underwent AS. The functional clustering was obtained from DAVID. Gene ontology terms were included if they had a FDR < 0.01 and a *P*-value < 0.05. Data from basal heat stress are in blue, acquired heat stress in red. (A) *A. thaliana* basal HS; (B) *A. thaliana* acquired HS; (C) *B. depauperata* basal HS; (D) *B. depauperata* acquired HS. All scales are Log10 (1/*P*-value). Categories that are also significantly enriched in DE are indicated by a *.

**Figure 2.**
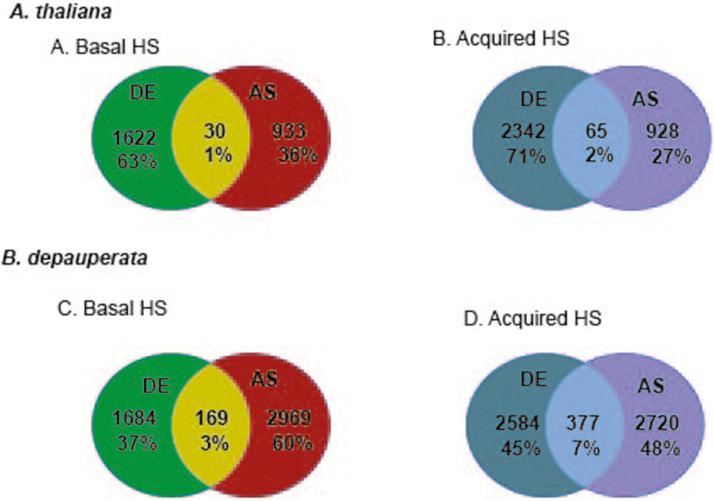
Analysis of AS and HS events. The Venn diagrams indicate the number of genes with AS or DE events, and in the intersection, the number of genes with both AS and DE. (A) *A. thaliana* basal HS. (B) *A. thaliana* acquired HS. (C) *B. depauperata* basal HS. (D) *B. depauperata* acquired HS.

To gain a deeper understanding of the few genes that did undergo both AS and DE, we examined the individual genes in each species that underwent both. A heatmap was used to compare the expression profile and AS patterns in *A. thaliana* and *B. depauperata* (Fig. 4). *Boechera depauperata* genes were annotated against the *A*. thaliana genome to facilitate comparisons across species. 

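Of the *A. thaliana* genes on the B/HS sheet of AS events that were also DE after B/HS, 41 of 43 (95.3 %) changed in the same direction after A/HS. These genes were selected by their change after B/HS, which uses the same control libraries. In 20 simulated data sets in which A/HS did not differ from control and B/HS kept its fitted means, between 51.0 and 75.4 % of the genes selected in this way had the same direction, with a mean of 63.2 %. For 34 of these 41 the adjusted *P*-value after A/HS was under 0.05 in edgeR's test, and 11 also passed the 4-fold threshold. The exceptions were AT1G08165, with a log2 fold change of −2.55 (standard error 0.70) after B/HS and 0.20 (standard error 0.52) after A/HS, and *POLA3* (AT5G41880), with −2.28 (standard error 0.53) and 0.01 (standard error 0.41). These were named because they are the exceptions, after their values were seen.

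Across all tested *A. thaliana* genes, which are not independent replicates, the log2 fold changes after B/HS and A/HS had a Pearson's r of 0.79 and the same sign in 78.0 % of genes. Here the changes were differences between group means of log2 CPM with a small count added (prior count of 2), rather than edgeR's fitted changes. In 20 simulated data sets with no change in any gene, those shared controls alone gave a mean r of 0.50 and the same sign in 66.6 % of genes. With a separate control library for each comparison, r was 0.73 or 0.69, depending on which library was used for which. In *B. depauperata* r was 0.77 with the same sign in 76.2 % of genes, against 0.46 and 65.3 % in the simulated data.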

In *A. thaliana* genes that were AS and DE expressed after BHS had similar expression patterns after AHS. However, the *B. depauperta* homologs of those genes did not share the same expression patterns (Fig. 3). This again demonstrates the clear species differences in the AS response to heat stress.

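Of these 43 *A. thaliana* genes, 2 have a *B. depauperata* homolog among the one-to-one identifier pairs that could be drawn from the supplement. Both are named for that reason, after their values were seen. *THA1* (AT1G08630) fell in *A. thaliana* after B/HS, with a log2 fold change of −2.52 (standard error 0.43, adjusted *P* = 0.000475, edgeR). Its homolog Bostr.25219s0081 had a log2 fold change of −2.44 after B/HS (standard error 0.98, adjusted *P* = 0.168, edgeR) and −2.93 after A/HS (standard error 1.04, adjusted *P* = 0.0869, edgeR), and its control libraries held 373 and 70 counts. AT5G17570 rose in *A. thaliana* after B/HS, with a log2 fold change of 2.51 (standard error 0.88, adjusted *P* = 0.0364, edgeR). Library W4 set this rise, with 90 counts against 3 in the other B/HS library and 6 and 12 in the control libraries. Its homolog Bostr.26527s0451 had −0.87 after B/HS (standard error 0.44, adjusted *P* = 0.262, edgeR) and −0.82 after A/HS (standard error 0.45, adjusted *P* = 0.24, edgeR). Neither homolog passed the threshold for DE. After B/HS the *THA1* homolog fell by about as much as *THA1*, with a larger standard error, so missing the threshold does not show a different pattern. After A/HS, *THA1* and AT5G17570 themselves had log2 fold changes of −0.35 (standard error 0.34, adjusted *P* = 0.451, edgeR) and 0.73 (standard error 0.99, adjusted *P* = 0.597, edgeR). Homologs of the other genes were not analysed here, and 2 pairs do not decide whether homologs share the pattern.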

**Figure 3.**
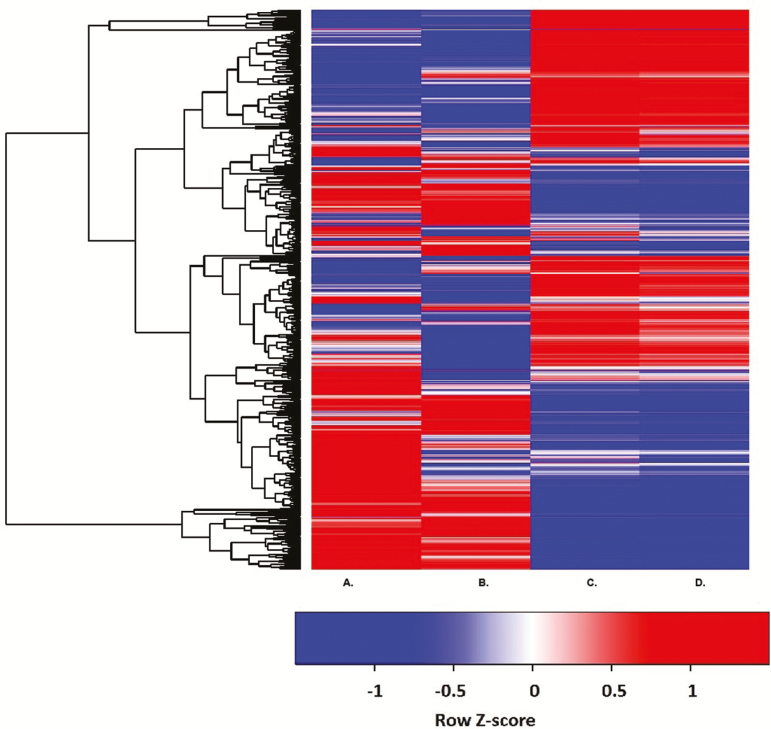
Heatmap of genes that were AS and DE in both *A. thaliana* and *B. depauperata*. The blue lines represent the genes that are down-regulated and the red lines represent the genes that are up-regulated. The values are normalized to common *z*-score to make the plot readable. Each row corresponds to the same gene. Genes are hierarchically clustered. (A) *A. thaliana* basal HS. (B) *A. thaliana* acquired HS. (C) *B. depauperata* basal HS. (D) *B. depauperata* acquired HS.

**Figure 4.**
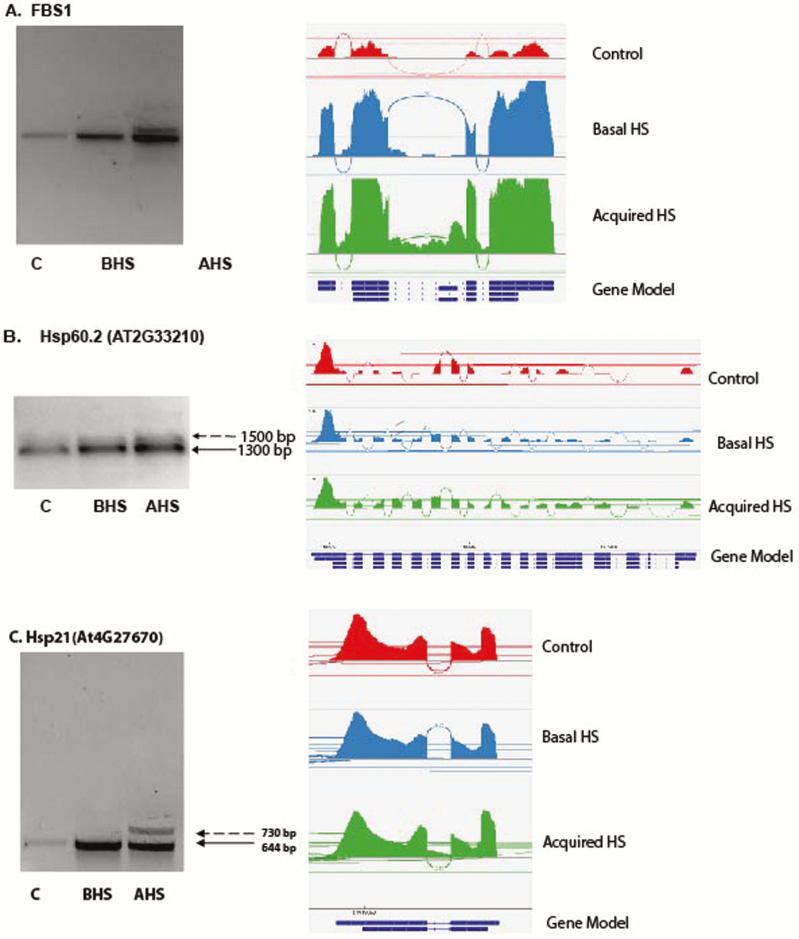

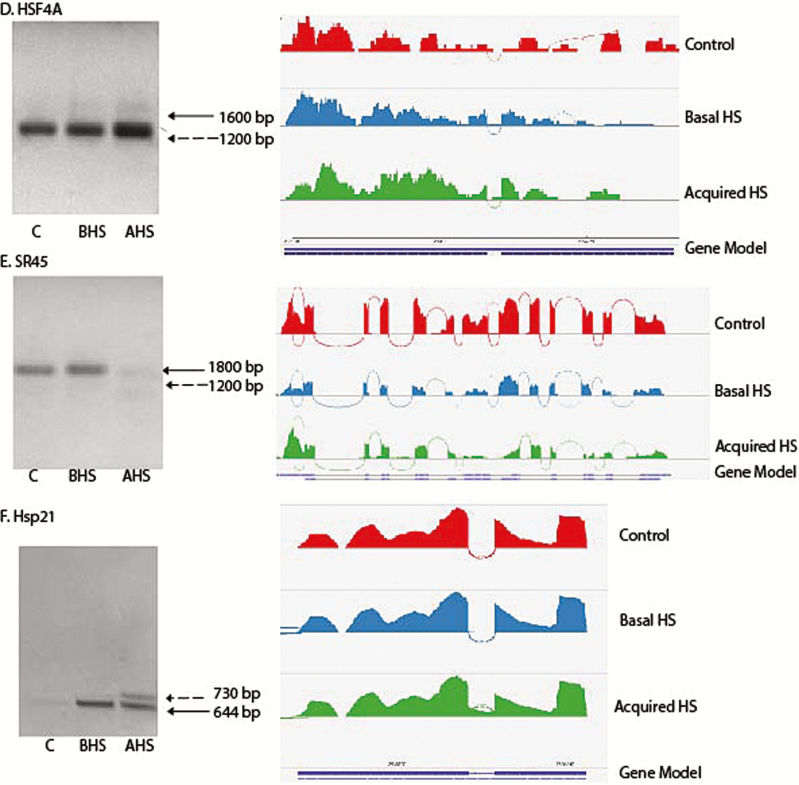
Confirmation of AS events with RT–PCR. The representative AS events in six stress-responsive genes validated by RT–PCR and visualized by IGV browser. In the RT–PCR validation, the dotted arrow indicates the alternative splice form. The regular arrow indicates normal splicing. In the IGV visualization, the exon-intron structure of each gene is given at the bottom of each panel. The sashimi plots obtained from IGV show the AS taking place in each gene. If the sashimi plots show more reads between the expected SJ it suggests that the genes have IR and if the expected SJs are being skipped it suggest that the gens have ES. (A) *A. thaliana* FBS1 (F-Box Protein S1, At1G61340). (B) *A. thaliana* Hsp60.2 (At2G33210). (C) *A. thaliana* Hsp21 (At4G27670). (D) *B. depauperata* HSF4A. (E) *B. depauperata* SR45 (arginine/serine-rich protein). (F) *B. depauperata* Hsp21.Figure 4. Continued.

### Validation of AS events

RT–PCR was used to experimentally validate AS events identified in RNA-seq analyses. From the DiffSplice results, we chose genes that were identified as undergoing AS with FDR < 0.01 and had a significant DE *P* < 0.05 when compared to control (22 °C) samples. 

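In the RNA-seq libraries, *A. thaliana* *FBS1* (At1G61340) rose from 5.98 ± 0.28 CPM (SD, n = 2) in control plants to 35.7 ± 4.97 CPM (SD, n = 2) after B/HS and 57.3 ± 13.1 CPM (SD, n = 2) after A/HS. Its log2 fold change was 2.57 (standard error 0.23, adjusted *P* = 4.58e-06, edgeR) after B/HS and 3.26 (standard error 0.23, adjusted *P* = 1.88e-06, edgeR) after A/HS. AT1G63140, the identifier that the text on RT–PCR gives for *FBS1*, had at most 2 counts in any library and was not tested. *HSP60-2* (At2G33210) had 9.81 ± 0.68 CPM (SD, n = 2) in control plants. It rose by a log2 fold change of 0.62 (standard error 0.19, adjusted *P* = 0.0194, edgeR) after B/HS and 0.96 (standard error 0.19, adjusted *P* = 0.00171, edgeR) after A/HS, below the 4-fold threshold both times. With DESeq2 its adjusted *P* after B/HS was 0.0626, and across the alternatives it lay between 0.0124 and 0.0902. *HSP21* (At4G27670) had a log2 fold change of 3.89 (standard error 0.37, adjusted *P* = 6.37e-06, edgeR) after B/HS and 3.44 (standard error 0.37, adjusted *P* = 1.83e-05, edgeR) after A/HS. Its control value was 109 ± 58.2 CPM (SD, n = 2), from 727 counts in library W1 and 2553 in W2. Without W2 the log2 fold change after B/HS was 4.54. Across the fits that each left out 1 library, the change of *HSP21* after A/HS ran from 2.99 to 4.10.

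Among the *B. depauperata* genes, the *HSFA4A* homolog Bostr.30275s0365 had a log2 fold change of 0.69 (standard error 0.34, adjusted *P* = 0.249, edgeR) after B/HS and 1.16 (standard error 0.34, adjusted *P* = 0.0497, edgeR) after A/HS. DESeq2 gave an adjusted *P* of 0.0553 after A/HS, and across the alternatives it lay between 0.0363 and 0.112. It was above 0.05 in both DESeq2 settings and, in edgeR, with RLE normalization, with at least 10 counts in every library, on the 4 libraries compared and after thinning. The adjusted *P* under 0.05 after A/HS therefore depended on the setting. The *SR45* homolog Bostr.7128s0266 had 34.2 ± 16.0 CPM (SD, n = 2) in control plants and did not differ detectably, with a log2 fold change of −0.32 (standard error 0.36, adjusted *P* = 0.631, edgeR) after B/HS and 0.00 (standard error 0.36, adjusted *P* = 0.996, edgeR) after A/HS. Without control library EW9 these were 0.24 and 0.53. The *B. depauperata* homolog of *HSP21* was not analysed here.

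**Figure D1:**
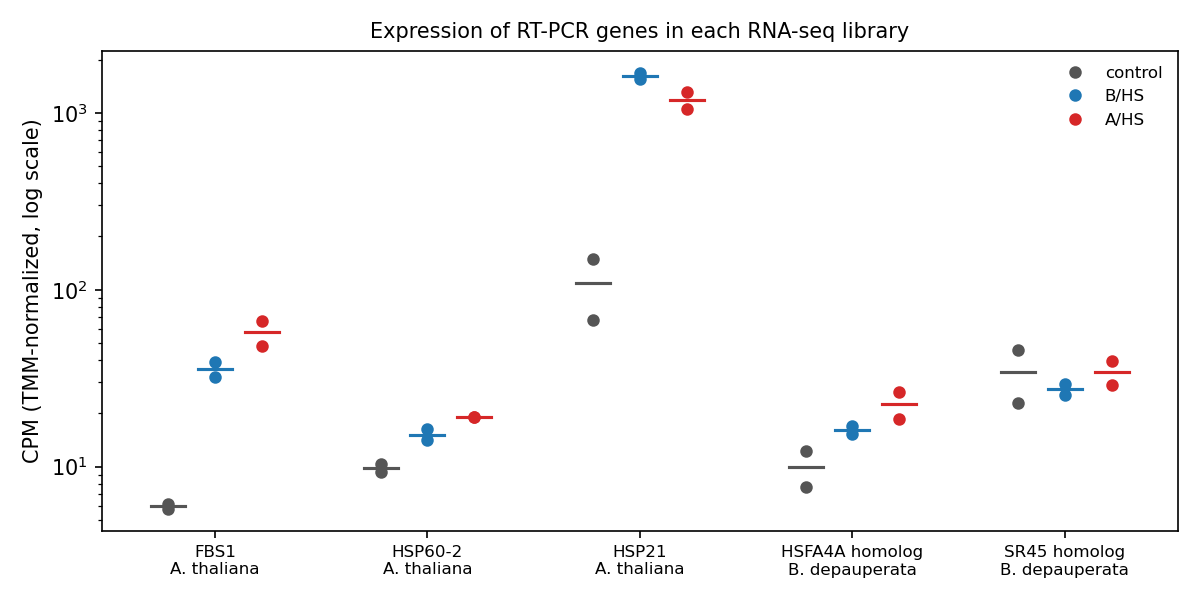
Expression in each RNA-seq library, in CPM on a log scale, of the genes tested by RT–PCR, with 1 point per library and a line at the mean of the 2 libraries of each condition. The mean of HSP21 is 1620 CPM after B/HS and 1187 CPM after A/HS, and its 2 control libraries lie apart. CPM values do not compare between the species, since the *A. thaliana* totals include organelle counts.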

Alternative splicing events were confirmed for three *A. thaliana* genes: (i) F-box Stress induced 1, *FBS1* (AT1G63140); (ii) Heat shock protein 60-2, *HSP60-2* (At2G33210); (iii) Heat shock protein 21, *HSP21* (At4G27670). In A. *thaliana FBS1*, an F-box protein was found to have IR after A/HS (Fig. 4A). *HSP60-2*, a member of the well-studied HSP60 family, was shown to have an IR event (Fig. 4B). HSP21 protein had IR in *A*. *thaliana* after A/HS (Fig. 4C).

*Boechera depauperata* AS events were also confirmed for three genes: (i) *SR45*, serine/arginine-rich protein 45 (*AT1G16610*); (ii) *HSF4A*, heat shock transcription factor A4A (AT4G18880); (iii) *HSP21* (At4G27670). *SR45* is a member of the highly conserved family of serine/arginine-rich (SR) proteins. These proteins have key roles in pre-mRNA splicing and other aspects of RNA metabolism. The gene encoding SR45 displayed IR in *B*. *depauperata* after A/HS treatment (Fig. 4D)*. HSF4A*, a member of Heat Stress Transcription Factor (Hsf) family (Scharf *et al.* 2012), was also found to have IR in *B*. *depauperata* after A/HS (Fig. 4E). Finally, we confirmed that *HSP21* has an IR event in *B. depauperata* (Fig. 4F) as in *A. thaliana* (Fig. 4C).

## Discussion

The sessile nature of plants makes the evolution of tolerance to stress of primary importance for species survival. The well-studied plant heat stress response is known to involve complex changes in gene expression that, in turn, promote increased thermotolerance (Larkindale *et al.* 2005; Larkindale and Vierling 2008; Mittler *et al.* 2012; Qu *et al.* 2013). We examined the patterns of AS during heat stress in *A. thaliana* and *B. depauperata*, two related species with different levels of tolerance to heat stress. Our studies show that heat stress strongly affects AS. However, the nature impact of HS on AS is different in the two species. In that the relationships between heat stress and the levels and types of AS were significantly different in each of our study species.

Both *A. thaliana* and *B. depauperata* undergo AS during heat stress. However, the differences in AS during HS in *A. thaliana* and *B. depauperata* were evident when the numbers and types of splicing events were compared (Table 2). It is notable that IR was low in *A. thaliana* control tissue, but significantly higher in heat-stressed tissue. In contrast, a different pattern was seen in the more thermally tolerant *B. depauperata* (Table 2). *Boechera depauperata* had high IR levels in control tissue, which decreased during heat stress. One possible explanation is that the presence of IR splice variants was important for thermotolerance and that the high levels of IR variants present in *B. depauperata* are related to higher thermotolerance. A second major difference between *A. thaliana* and *B. depauperata* is the high number of A3′SS/A5′SS events in *A. thaliana* relative to *B. depauperata*. It is possible that the lack of a *B. depauperata* genome negatively impacted the ability to identify splice sites. The 3'/5' splice sites would be expected to evolve much more quickly than the intron/exon boundary sites and it is possible that the use of the transcriptome and *B. stricta* genome hampered our ability to identify these sites. However, since the fact that we obtained the number of SJs and the same SJs with both the *B. depauperata* transcriptome and the *B. stricta* genome gives confidence in our ability to identify AS sites. Even if we underestimated the number of A3'SS/A5'SS events in *B. depauperata*, the completeness of the *B. depauperata* transcriptome and the closeness of the *B. stricta* genome indicates that we accurately annotated *B. depauperata* genes.

A recent study of AS in *A. thaliana* under salt stress (Ding *et al.* 2014) reported that an increase in the number of IR events with salt stress. A study of AS in the moss *P. patens* reported that HS induced an increase in IR events in genes related to protein folding but resulted in a decrease in IR events in genes related to chloroplasts and RNA splicing (Chang *et al.* 2014). These findings as well as those presented here support the conclusion that AS is not a by-product of stress, but is instead, a regulated component of the stress response. Our findings that IR is sensitive to abiotic stress in *A. thaliana* are consistent with these previous studies. However, here we identified fewer IR events in *A. thaliana* control tissues than that found in previous AS studies. Marquez *et al.* (2012) stated that many of the IR events that they identified had low read depth and are not well represented in assembled transcripts. We used stringent criteria for IR events and this could explain the lower number of IR events identified. Despite these differences compared to previous studies the fact that we used the same criteria for both *A. thaliana* and *B. depauperata* and found differences across these species makes our findings significant.

Abiotic stress is not the only influence on patterns of AS events. One other factor that may play a role is that *B. depauperata* is a polyploid. It has been hypothesized that autotetraploidization can alter the transcriptome and modulate AS (Saminathan *et al.* 2015). Alternative splicing patterns have been studied among natural and synthetic polyploids of *Brassica napus*. Two independently synthesized lines showed parallel loss of AS events after polyploidy (Zhou *et al.* 2011). Alternative splicing divergence between duplicated genes may have contributed to gene functional evolution and led to the preservation of some duplicated genes (Zhang *et al.* 2010). The AS patterns of WDREB2 transcripts have been compared among wheat species with different ploidy levels (Terashima and Takumi 2009). Alternative splicing produced functional and non-functional forms of the WDREB2 transcripts and the levels of the non-functional form decreased during drought stress in the diploid progenitors. In contrast, the non-functional form did not decrease in hexaploid wheat lines, thus indicating that allopolyploidization inhibited efficient AS of WDREB2 transcripts (Terashima and Takumi 2009). Therefore, the differences in patterns of AS in *A. thaliana* and *B. depauperata* may be related to the fact that *B. depauperata* is a polyploid. Further analysis of AS during HS in closely related species that vary by ploidy level would help to further evaluate the impact ploidy has on AS.

It has been hypothesized that increased AS could be a result of inaccurate splicing, which in turn could weaken the function of the genes by decreasing the number of corresponding transcripts (Ding *et al.* 2014). It has also been proposed that an increase of AS comes from splicing errors and that stress causes degradation of the splicing machinery (Ling *et al.* 2017). Here we show that some heat shock genes, i.e., *HSP90*, *HSP60*, showed increased ES or alternative 5'SS/3'SS under increased heat stress in both the plants. These transcripts may produce non-functional proteins, but further analyses are required to determine if these AS events significantly alter their *in vivo* function(s).

If AS is a by-product of stress and the splicing machinery is degraded during such periods, we would expect to see a random distribution of AS. Yet, genes associated with stress response and those that are involved in abiotic stimulus are alternatively spliced (Fig. 1). With the production of large amounts of these stress-inducible pre-mRNAs, cells would immediately need to recruit significant amounts of splicing and other factors necessary for post-transcriptional processing. This imposes a huge burden on the splicing machinery, and as a result, a significant portion of these transcripts fails to be processed adequately when splicing machinery is compromised (Ling *et al.* 2017). The analysis of GO categories of the AS genes in both the species (Fig. 1) revealed these categories differed between the two species. Interestingly, in *A. thaliana* RNA processing and nucleotide binding underwent AS under both B/HS and A/HS treatments but these categories were not enriched in the *B. depauperata*.

Another interesting difference between the two species is that genes involved in response to light stimulus undergo AS in *B. depauperata*, but not in *A. thaliana*. Previous research has shown that *B. depauperata* is both more tolerant to high light and combined high light and high heat stress than is *A. thaliana*. *Boechera depauperata* can also maintain photosynthesis at higher temperatures (Gallas and Waters 2015; Halter *et al.* 2017). While the genes associated with photosystem II and photosystem repair did not have enough AS change to be included in Fig. 1 analysis shows that these functional classes do have AS events in *B. depauperata* but not in *A. thaliana* (no fold change in *A. thaliana* and fold change of 0.8 to 1.8 in *B. depauperata*). This suggests that AS is playing a role in the higher stress tolerance of *B. depauperata*.

When our different analyses are examined together, it is clear that significant differences exist in the *A. thaliana* AS response to B/HS and to A/HS. Our finding that *A. thaliana* AS patterns during B/HS are distinct from that of A/HS is consistent with previously published work on *A. thaliana* which indicated that while a number of genes and pathways are shared between B/HS and A/HS in this species there are large differences in the specific genes that are expressed under these different types of heat stress. Our finding of few differences between the B/HS and A/HS AS responses in *B. depauperata* is intriguing and is worthy of future study.

## Conclusions

Our analysis reveals extensive AS in response to heat stress in both *A. thaliana* and *B. depauperata*. Previous studies have shown that *B. depauperata* is highly thermotolerant. One goal of this study was to determine if the patterns of AS differ between these related species. Although it is clear that AS is found in both species, the level and types of AS events differ markedly. Further, there are considerable differences between the genes that undergo AS in the two species. One pattern that is conserved across species is that the genes undergoing AS are mostly distinct from those undergoing DE. This provides further evidence that AS is part of the larger programmed response to heat stress. Future studies will include examining the role of specific AS events on gene/protein function and their impact on organismal thermotolerance.

## Accession Numbers

The raw sequencing reads can be found at the NCBI GEO database with the following accession number GSE107820.

## Sources of Funding

This project was supported by a grant from the National Science Foundation (IOS-0920611) and by a CSUPERB Research Development Award to E.R.W.

## Contributions by the Authors

S.K. analysed the data and assisted in preparing the manuscript; G.H. performed the heat stress experiments; T.R. assisted in data analysis and in preparation of the manuscript; E.R.W. planned and organized the experiments, oversaw data production and analysis, prepared the manuscript, and secured the necessary funding.

## Conflict of Interest

None declared.

## Supplementary Material

Supplementary Table 1 Click here for additional data file.

Supplementary Table 2 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

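RNA-seq libraries of *A. thaliana* and *B. depauperata* from control, B/HS and A/HS plants were analysed, 2 libraries for each of 3 conditions in each of 2 species. Each library was assigned to its condition from the sample labels and the treatments in the Methods. The authors trimmed the reads, aligned them with TopHat and deposited whole-number counts per gene, which were not normalized. The *B. depauperata* counts are on *B. stricta* genes, so that reads from different copies of a gene in *B. depauperata* can fall on the same *B. stricta* gene. The counting program, its use of strand and its treatment of reads with several matches are not named in the paper's text, so counts of overlapping or nearly identical genes are uncertain. Of the *A. thaliana* genes, 8905 had no count in any library, and of the *B. depauperata* genes 3423. Of the *A. thaliana* identifiers, 32548 (95.8 %) are in the annotation of assembly TAIR10.1, which was used for positions, exons and primer matches.

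The counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, the quasi-likelihood test and Benjamini–Hochberg adjustment. The 6 libraries of a species were fitted together so that the conditions share an estimate of the spread. The common biological coefficient of variation was 0.166 in *A. thaliana* and 0.283 in *B. depauperata*. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. CPM values are TMM-normalized. Where both libraries of a condition held at most 3 counts of a gene, the fold change was computed against 3 counts and is a lower bound. These floors cover counting error only.

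The tests were first run on simulated data in which 200 genes were changed 8-fold. Of these, edgeR recovered 200 among 17669 *A. thaliana* genes with 2 false calls, and 188 among 17839 *B. depauperata* genes with 9 false calls. DESeq2 recovered 199 with 0 false calls and 189 with 8 false calls. The changed genes were drawn only from those above a set mean CPM, and all other genes were left unchanged. Recovery of genes with few counts, or of changes near 4-fold, was therefore not tested. The treatment labels were checked with a list of 25 heat shock genes that was written before the data were examined. All 25 were higher than in control plants after both treatments, whether adjusted over the list alone or over all genes tested (edgeR). At least 4-fold changes were reached by 24 genes after B/HS and 23 after A/HS. The median log2 fold change was 3.79 after B/HS and 3.26 after A/HS. It rested in part on control library W2, without which it was 4.38 and 3.88.

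The alternatives were DESeq2 1.42.0 on all 6 libraries or on the 4 libraries compared, RLE normalization, 2 other filters on low counts, edgeR on the 4 libraries compared, the adjusted *P*-value without the fold threshold, edgeR's glmTreat test against a 2-fold change, libraries thinned to the smallest total, and each library left out in turn. These were set before the data were examined. The fits without organelle genes, the thinning of all 12 libraries to one total and a fit of the species difference with the index tag as a replicate block were chosen after seeing the data. For DE among the genes on the AS sheet, DESeq2 on all 6 libraries and the adjusted *P*-value alone were set beforehand, and the other settings were added after seeing the data. Libraries of the 2 species share the tags, and the differences between the 2 libraries of a condition correlated between the species at 0.42 (control), 0.25 (B/HS) and 0.15 (A/HS) over 786 homologs with many counts. Between different conditions these correlations reached 0.42 as well.

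The genes named by identifier are those the paper names and, for each treatment compared with control, the 2 genes with the largest rise and the 2 with the largest fall in edgeR's fitted log2 fold change. These had to pass both thresholds, have a mean of at least 10 counts and change the same way in both heat-stressed libraries. Genes outside this rule are said to have been chosen after their values were seen.

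Gene pairs between the species were taken from Supporting Information Table S2, which lists *B. stricta* and *A. thaliana* identifiers together, and genes with more than 1 partner were left out. This gave 1671 pairs. The sheets for *A. thaliana* A/HS and for both *B. depauperata* treatments were used only in part, with 765, 2072 and 3873 further lines not analysed here. No overlap with DE was computed from them. Splice junctions, AS events and RT–PCR products were not analysed here, since the counts are per gene.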

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

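The tests without control libraries W2 and EW10 were planned before their values were seen. The fit with normalization factors from the full gene sets was also set beforehand, but its use as a test here, like the other tests of this part, was chosen after the result was seen. No group was tested for a library far from the others, since each group held 2 libraries.

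The response to heat differed between the species for some homologs. Among 1643 tested pairs, the interaction of species and treatment passed both thresholds (edgeR) for 30 pairs after B/HS, with the response higher in *B. depauperata* for 18 and lower for 12. After A/HS it did so for 37 pairs, higher for 22 and lower for 15. This balance did not hold with the adjusted *P*-value alone, with 39 pairs higher and 43 lower after B/HS, and 72 higher and 81 lower after A/HS. Of the pairs that were also tested within each species, 22 of 28 after B/HS and 25 of 36 after A/HS had log2 fold changes of opposite sign, but both changes had an adjusted *P*-value under 0.05 for only 1 pair and 6 pairs. As examples chosen after their values were seen, *FKBP53* (AT4G25340) had a log2 fold change of 3.00 after B/HS in *A. thaliana* and −0.76 in its homolog, a difference of −3.76 (standard error 0.41, adjusted *P* = 0.000465, edgeR). *RUG1* (AT5G08710) had −0.96 and 2.80 after A/HS, a difference of 3.77 (standard error 0.37, adjusted *P* = 0.000117, edgeR).

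The tables argue against several technical explanations as the whole cause. With all 12 libraries thinned to the smallest total, 29 pairs differed after B/HS, 25 of them among the 30, and 30 pairs after A/HS, 26 of them among the 37. With normalization factors from the full gene set of each species, 32 and 33 pairs differed, which shared 30 and 32 pairs with the numbers above. Heat shock transcripts in control libraries W2 and EW10 do not account for most pairs either. Without both libraries, 29 of the 30 pairs after B/HS and 32 of the 37 after A/HS kept a difference of at least 4-fold in the same direction, as a value with no test. For the other combinations of one control library left out per species, 25 pairs each time after B/HS, and 33, 31 and 29 pairs after A/HS, did so.

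What stays open was not tested. The *B. depauperata* counts are on genes of another species, copies of a gene in *B. depauperata* are not told apart, and the pairing of identifiers is the authors'. The pairs are genes listed for AS in *B. depauperata*, so their number says nothing about other genes. A biological difference between the species stays among the open explanations.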

How the results depend on the processing

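Organelle genes left out, all 12 libraries thinned together and the replicate block by index tag were the alternatives chosen after seeing the data, as were the settings for DE genes on the AS sheet other than DESeq2 on all 6 libraries and the adjusted *P*-value alone. No paired analysis was possible because the libraries of a species share no replicate number or index tag, except for the comparison between the species. With the index tag as a replicate block, 36 pairs of homologs differed in their response to B/HS, including all 30 found without the block, and 43 in their response to A/HS, including 35 of the 37 found without it. With groups of 2 libraries, the other splits of the samples are too few for an exact permutation test to give a two-sided *P*-value under 0.333.

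The numbers of DE genes depended most on the thresholds and the filter. With the adjusted *P*-value alone they were 7002, 6333 and 2453 in *A. thaliana* (B/HS, A/HS, and A/HS against B/HS), and 1300 and 3112 in *B. depauperata* (B/HS and A/HS). This setting drops the 4-fold threshold. With at least 10 counts required in every library they were 687, 543 and 77 in *A. thaliana* and 687 in *B. depauperata* after A/HS. This filter removes genes that are near 0 in one condition, and more of the remaining *A. thaliana* genes rose (401) than fell (286) after B/HS. After A/HS against B/HS fewer rose than fell with this filter (28 and 49) and with the adjusted *P*-value alone (1105 and 1348). With glmTreat they were 93 for *A. thaliana* A/HS against B/HS (26 higher, 67 lower), and 250 and 677 in *B. depauperata* after B/HS and A/HS. DESeq2 gave 165 (76 higher, 89 lower) and, on the 4 libraries compared, 116 genes (41 higher, 75 lower) for *A. thaliana* A/HS against B/HS. In *B. depauperata* it gave 128 and 100 genes for this comparison, and edgeR on all genes with at least 1 count gave 236. The cause was not tested. Without organelle genes, *A. thaliana* A/HS against B/HS gave 289 genes (218 higher, 71 lower). All other numbers of DE genes lay within 1.5 times those reported. With a library of the condition not compared left out, they ran from 1724 to 1728, 1286 to 1290 and 274 to 284 genes in *A. thaliana*, and from 687 to 690 and 1048 to 1051 in *B. depauperata*, with 0 in both fits for A/HS against B/HS.

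The correlation between B/HS and A/HS changes was 0.858 in *A. thaliana* and 0.893 in *B. depauperata* over genes DE in at least 1 comparison, which selects large changes. Over all tested genes, with a prior count of 0.5 in place of 2, it was 0.775 and 0.744. With separate control libraries it was 0.733 and 0.686 in *A. thaliana* and 0.692 and 0.562 in *B. depauperata*, since no control is then shared. With each library left out it ran from 0.750 to 0.817 and from 0.658 to 0.806.

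On the *A. thaliana* B/HS sheet of AS events, the adjusted *P*-value alone gave 290 DE genes after B/HS and 249 after A/HS. With at least 10 counts in every library, which leaves fewer genes to test, there were 25 and 13. Over all 1643 tested pairs of homologs, it gave 82 and 153 pairs with a species difference after B/HS and A/HS. The median of the heat shock list stayed above 0 in every setting run, with a log2 fold change from 3.37 to 4.38 after B/HS and from 2.82 to 3.88 after A/HS across the fits that each left out 1 library.

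Without the 10 genes with the most counts, the leaf photosynthesis list took 4.45, 3.21 and 2.69 % of the *A. thaliana* counts in control, B/HS and A/HS, and the root list 0.115, 0.0336 and 0.0450 %. In *B. depauperata* the leaf list then took 0.931 and 0.724 % in control and B/HS. The total that the shares refer to is smaller in this setting, and in *B. depauperata* some leaf genes are themselves left out.

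Depth limits the number of genes detected. With at least 1 count in place of 10, the mean number was 21982, 21298 and 22132 in *A. thaliana* and 22108.5, 21036.5 and 21140 in *B. depauperata*. With libraries thinned to the smallest and the limit of 10 counts kept, it fell from 16921 to 16576.5 in *A. thaliana* A/HS, and from 18059 to 16671 and from 16444.5 to 15468 in *B. depauperata* control and B/HS.

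Over the named genes, 389 settings of 30 changes were run, of which 348 kept their direction and side of the threshold or moved by less than the spread. A further 14 lost an adjusted *P*-value under 0.05, 25 values with no test moved and 2 changes with a test reversed. The *HSFA4A* change in *A. thaliana* after B/HS was −0.0445 with at least 10 counts in every library, and the *SR45* homolog after A/HS was 0.0841 when thinned. Both are near 0 and the cause was not tested. With 1 library left out, which allows no test, 5 values of 3 changes had the other sign. They were *HSFA4A* in *A. thaliana* after B/HS without W1 (−0.14) or W3 (−0.01), and the *SR45* homolog without EW9 after B/HS (0.24) and without EW9 (0.53) or EW13 (0.14) after A/HS.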

Differences from the paper's values

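The number of DE genes in *A. thaliana* after A/HS was 1165, while the paper shows about 2400 in Fig. 2B, read by eye. None of the alternatives set before the data were examined came within 1.5 times the paper's number. They gave between 543 and 1429 genes, except for the adjusted *P*-value alone with 6333. In *B. depauperata* after B/HS the number was 620, and the paper shows about 1900 in Fig. 2C, read by eye. The adjusted *P*-value without the 4-fold threshold gave 1300, which is within 1.5 times, and the other alternatives did not. In *B. depauperata* after A/HS the number was 1197, and the paper shows about 3000 in Fig. 2D, read by eye. The adjusted *P*-value without the 4-fold threshold gave 3112, and the other alternatives did not come within 1.5 times.

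The share of genes that were both AS and DE in *A. thaliana* after B/HS was 1.76 % of the genes with either, and the paper's value is 1 %. It was 1.85 % with DESeq2 and 3.78 % with the adjusted *P*-value alone, so neither of the 2 alternatives set for this share before the data were examined closed the gap. The other settings, which were chosen for this share after seeing the values, gave between 1.54 and 2.22 % and did not close it either. The paper gives the share as a whole number. The number of genes behind it was 43, within 1.5 times the about 30 of the paper's figure, read by eye. It was outside that range with the adjusted *P*-value alone (290) and with glmTreat (62). No gene of the sheet lies on chromosomes 3 and 4, while the genes with either include DE genes there. The sheet also counts 560 genes with an altered transcript start or end.

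The figure shows more DE genes after A/HS than after B/HS in *A. thaliana*. Here there were fewer after A/HS (1165) than after B/HS (1535), and DESeq2 gave the same order with 1089 and 1411. The paper states that the genes chosen for RT–PCR were DE by their *P*-value. The *SR45* homolog in *B. depauperata* had an adjusted *P* of 0.631 after B/HS and 0.996 after A/HS (edgeR), and across the alternatives these lay between 0.514 and 0.736 and between 0.852 and 0.997. The paper gives AT1G63140 as the identifier of *FBS1* in its text on RT–PCR. That gene was not tested here because it held at most 2 counts in any library.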

Other observations

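All tests in this part were chosen after the results they bear on were seen, and the leaf, root and heat shock gene lists were written before.

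The heat shock genes were not silent in the control libraries. Over the list of 25 genes, control library W2 held a median of 13.8 % of the counts of B/HS library W3, and W1 held 4.09 %. After TMM normalization the list was higher in W2 than in W1 by a median log2 ratio of 1.1, against 0.03 for the other tested genes, which argues against a scaling difference between the libraries. A candidate explanation is carry-over of B/HS library material. Over genes with at least 500 counts in W3, the fifth lowest share of the W3 count found in W2 was 12.4 %, against 3.73 % in W1 and 4.40 % in the reverse direction. In *B. depauperata*, control library EW10 held 12.5 % of EW11 by this measure, EW9 held 3.51 %, and the reverse was 1.24 %. These tests do not decide. The same measure from B/HS to A/HS libraries was 15.6 and 15.4 % from W3 and 13.6 and 13.8 % from W4. The measure, its limits and the gene sets were chosen after several had been looked at. The median absolute deviation of the log2 ratios of W2 to W3 was 0.0766, below the 0.564 of W2 to W5, but their standard deviations, 0.622 and 0.606, did not differ in this way. In *B. depauperata*, the 25 most abundant induced genes gave a median absolute deviation of 0.120 for EW10 against EW11 and 0.498 against EW12, whereas a set of 252 induced genes gave 0.751 and 0.558. A partial heat response of the control plants of W2 also stays open. The ratio of W1 to W2 had a median absolute deviation of 0.0966 over the list, but W1 itself may hold such transcripts, so the value does not tell them apart. A biological cause other than a partial heat response was not tested.

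The sample labels give the same set of 6 index tags to both species. Over 30 ordered pairs of tags, the lowest shares described above were ranked alike in both species (Spearman's rho of 0.826, across pairs that are not independent). The 8 ways to swap tags within treatments gave between 0.527 and 0.826, and the labelled one was the only one as large. Tag and treatment cannot be told apart in most of these pairs. The differences between the 2 libraries of a condition, over 786 homolog pairs with many counts, had a mean correlation across genes of 0.273 when conditions were matched between the species and −0.0249 otherwise. The largest single value, 0.424, was between unmatched conditions (*A. thaliana* A/HS and *B. depauperata* control), while the matched values reached 0.423. Of 6 ways to pair the conditions, 1 gave a mean as large, so chance cannot be excluded. A preparation batch shared by libraries with the same tag may contribute, and cannot be told apart from a response shared by the species.

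The labels give the tissue as root. The list of 17 leaf photosynthesis genes took between 0.896 and 1.60 % of the counts of the *A. thaliana* libraries, with up to 46895 counts of AT1G67090 (named after its values were seen) in 1 library, and the list of 14 root genes between 0.00833 and 0.0475 %. The leaf list took at least 33.6 times the share of the root list in every *A. thaliana* library. This is consistent with leaf material in the libraries, as a hypothesis. How many of the leaf genes roots also express was not tested. In *B. depauperata*, 3 of the leaf genes could be paired and took between 0.455 and 1.47 %, and no gene of the root list could be paired.

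The order of the paper's splice junction numbers (Table 1) was that of the counts pooled by treatment in 2 of 2 species. The pooled counts were 25673033, 26030951 and 27117057 in *A. thaliana* and 14054801, 11109844 and 8888657 in *B. depauperata*, for control, B/HS and A/HS. For orders drawn at random the chance of the same order in both is 2.78 %, which does not allow for the choice between total and nuclear counts. The *A. thaliana* totals were mostly organelle counts. Its nuclear counts were 8003076, 10246339 and 10236899, so with nuclear counts alone the order held in 1 species. A difference in depth between the treatments may contribute to the junction numbers, but with 3 treatments per species depth and treatment cannot be told apart.

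On the *A. thaliana* B/HS sheet of AS events, 502 genes were on chromosome 1, 44 on chromosome 2, 411 on chromosome 5 and 0 on chromosomes 3 and 4, although 19.7 and 15.2 % of the tested nuclear genes lie on chromosomes 3 and 4. The sheet lists 235 genes with intron retention, 28 with exon skipping, 560 with an altered transcript start or end and 134 with uncataloged events. No explanation was tested.

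Homologs changed alike more often than not. Over 1583 pairs, which are not independent replicates, the log2 fold changes of the species had a Pearson's r of 0.57 after B/HS and 0.55 after A/HS, with the same sign in 65.9 and 66.1 % of pairs. After B/HS 25 pairs, and after A/HS 18 pairs, were DE in both species, all in the same direction.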
